A study of Mus musculus with 25 samples.

How the data were processed

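RNA was measured in 25 mouse hearts by RNA sequencing. Per the labels' protocols, total RNA was isolated from each heart, ribosomal RNA was depleted by hybridisation, and strand-specific libraries were prepared. The authors deposited 1 table of read counts per gene for the whole series, with Ensembl gene identifiers and 1 column per library. The values are whole numbers whose totals differ between libraries, so they were treated as raw counts without normalization. The aligner, the counting program, the genome build and the annotation are not stated in the labels or the file header, and whether the counting used strand is not stated either. Reads of overlapping genes, antisense genes and near-identical copies can therefore have been assigned to the wrong gene. No coordinates are given for this reason.

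Each column was matched to its sample by the library identifier at the start of the sample title, and 0 columns were left unmatched. Genotype (WT or MCT1KO), treatment (no pump, saline or Ang/PE) and replicate number came from the titles and characteristics. Sex, age, strain, infusion time and time of collection are not given there and were not used for grouping.

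The table holds 56941 genes, of which 51948 had a symbol in the gene name table used here; the genes without one hold 0.778% of the reads. The GENCODE mouse annotation, release M21 (assembly GRCm38), was used only for names and for the GC content and length of each gene's longest transcript. Symbols, GC content and length were found for 97.1% of the tested genes.

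Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were filtered by group with filterByExpr, which left 17682 genes. Library sizes were scaled by TMM factors. A single model with the 6 groups and all 25 hearts was fitted with glmQLFit (robust) and tested with glmQLFTest, so the groups shared a dispersion estimate with 19 residual degrees of freedom. The common biological coefficient of variation was 0.196. The 9 comparisons were the genotypes within each treatment (3), Ang/PE against saline within each genotype, saline against no pump within each genotype, and an interaction for each of these treatment steps. P-values were adjusted by the Benjamini-Hochberg method within each comparison and a gene was called at an adjusted p below 0.05. All tests were two-sided. Standard errors of log2 fold changes were derived from the F statistic. Group values are means ± SD of CPM, that is 10⁶ times the count over the TMM-scaled library size.

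Before the data were examined, the groups, the tests, the processing alternatives, 7 gene sets and the rule for naming genes were fixed. The rule names Slc16a1, a panel of 19 genes, and for each comparison the 3 risen and 3 fallen genes of smallest p. The latter were taken among called genes with a symbol (predicted gene models left out), a mean log2 CPM above 1 and, for comparisons of a pair of groups, no overlap of their CPM. P-values of the panel were also adjusted over the panel alone. Gene sets were tested with camera from limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, adjusted over all 63 combinations of set and comparison. Sets with fewer than 5 tested members would have been left out; none was.

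The alternatives were RLE normalization, DESeq2 1.42.0, no low-count filter (at least 1 count in all), a fit of only the groups compared, the replicate number as a block, a non-robust fit, removal of mitochondrially encoded genes, log2 CPM of Xist as a covariate, and leaving out each heart in turn. For gene sets, camera with an estimated inter-gene correlation and fry were added. A further 7 alternatives were chosen after seeing the data, and after trial fits with the Xist covariate, marker scores, clock genes and the block had shown how many genes each left. These are the atrial and adipose marker scores as covariates, a clock gene score as a covariate, the Xist covariate together with either of these, GC and length offsets fitted per library with mgcv 1.9.3 (smooth terms of dimension 8, fitted on genes with a mean log2 CPM above 1), those offsets with the replicate block, and counts thinned to the smallest library. The genes of these scores were themselves picked after their values, or their mean, had been seen. In the trial fits the adipose score also held Fasn and Adrb3, and the clock score was a first principal component.

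The replicate numbers shared between groups come from the sample titles. The hearts are different animals, and nothing in the labels says that a number pairs them. Over 52 same-numbered pairs of hearts the deviations from the group means had a mean correlation of 0.0094 across genes.

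Replicate libraries were compared by a chi-square test over genes with at least 10 counts. Over 43 pairs within groups the statistic per degree of freedom was at least 3.45, with a median of 23.7, so no library was treated as a sequencing copy of another. The lowest value is that of saline replicates 1 and 2 of the hearts labelled MCT1KO, and the next lowest is 8.02. The test compares with counting error alone and cannot exclude that those libraries came from 1 heart; both were kept as labelled. Total counts ran from 12.2 to 24.9 per library in units of 10⁶. A count of 3 corresponded to between 0.121 and 0.246 CPM, which is the smallest level taken as detectable. The labels mention no molecular identifiers, so this floor covers counting error only.

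The procedure was tested on simulated counts drawn from the real means and library sizes. In these, 200 genes with a mean above 1 CPM changed 2-fold or 4-fold, 104 of them 4-fold. The edgeR test recovered 83.5% of the 200 with 3 against 4 hearts (17464 genes tested) and 88.5% with 5 against 4 (17444 genes). Of the calls, 4.57% and 4.32% were false. For the interaction the figures were 71% and 3.40% (17444 genes). Smaller changes, outlying hearts and mixed tissue were not simulated, so these figures give no power for them. In the real data, genes called for saline against no pump in WT hearts had a median absolute log2 fold change of 0.466. With a simulated GC bias, 5101 unchanged genes were called without offsets and 6 with them (17447 genes). In the gene set simulation, which had no correlation between genes, camera recovered the 3 raised combinations of 63 and called 0 others, so it did not test how camera behaves with correlated genes. Figures were drawn with matplotlib 3.10.9.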

Results

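Hearts of wild-type (WT) mice and of mice labelled MCT1KO were profiled by RNA sequencing under 3 treatments. MCT1 is the monocarboxylate transporter encoded by Slc16a1, which carries lactate and pyruvate across membranes. Ang/PE is a pair of neurohormonal agonists given to cause myocardial hypertrophy, per the series description. The other hearts were labelled saline or no pump. The series asks how lactate metabolism bears on cardiac hypertrophy. The groups held 4 hearts labelled WT and 3 labelled MCT1KO without a pump, 6 WT and 4 labelled MCT1KO with saline, and 3 WT and 5 labelled MCT1KO with Ang/PE.

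Sequencing depth followed the groups. The total count, in units of 10⁶, was 20.5 ± 2.96 (SD, n = 4) in WT and 20.5 ± 1.92 (n = 3) in hearts labelled MCT1KO without a pump. It was 18.1 ± 0.804 (n = 6) and 15.4 ± 1.58 (n = 4) in the saline hearts, and 15.2 ± 1.26 (n = 3) and 13.97 ± 1.66 (n = 5) in the Ang/PE hearts. Genes encoded by the mitochondrial genome took 8.87% to 18.4% of the counts. The labels give no sequencing batch, so a batch that follows the groups cannot be separated from them.

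Slc16a1 (ENSMUSG00000032902), the gene targeted in the MCT1KO mice, was examined first as a check of the labels. Its level was 203 ± 36.8 CPM (SD, n = 4) in WT and 199.8 ± 29.6 CPM (n = 3) in hearts labelled MCT1KO without a pump. In saline hearts it was 199 ± 29.9 CPM (n = 6) in WT and 158 ± 26.0 CPM (n = 4) in MCT1KO. In Ang/PE hearts it was 214 ± 10.6 CPM (n = 3) and 189.8 ± 21.9 CPM (n = 5). The log2 fold changes of MCT1KO against WT were −0.02 (SE 0.15), −0.33 (SE 0.13) and −0.18 (SE 0.15). None passed the threshold in the edgeR quasi-likelihood test, with adjusted p of 0.976, 0.219 and 0.807. The 95% confidence interval in saline hearts ran from −0.60 to −0.06, and the lowest heart of the series had 2243 Slc16a1 counts. The saline difference thus amounts to a change of −20.4% that does not pass adjustment. The counts show no loss of Slc16a1 in the libraries labelled MCT1KO, and every direction given for these libraries below rests on the label alone. Over 15 alternatives the saline value ran from −0.49 to −0.13; the Xist, atrial and adipose covariates together moved it most, to −0.13.

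**Figure D1:**
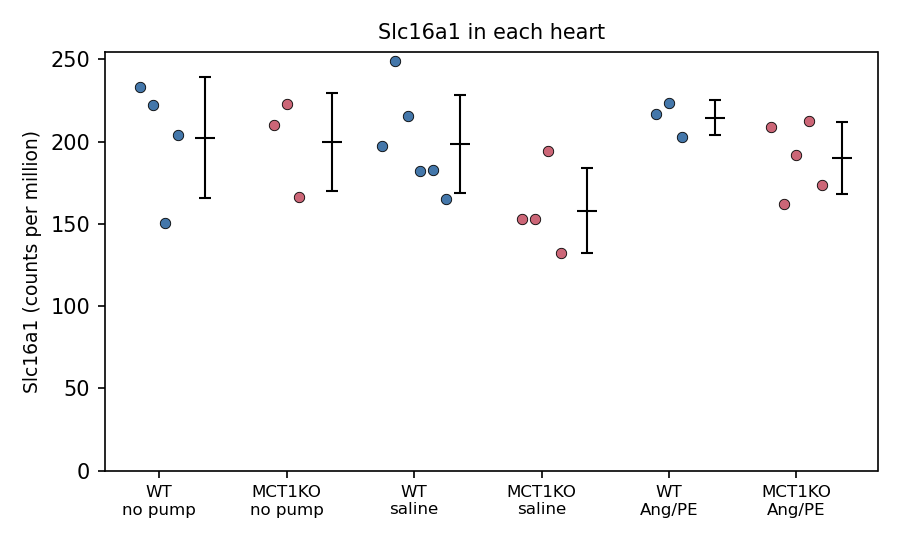
Slc16a1 in CPM (y axis) in each of the 25 hearts (points), by group (x axis); the bar beside each group is the mean with its SD. The hearts labelled MCT1KO overlap the WT hearts under each treatment, with group means from 158 to 214.

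The genotypes were compared within each treatment, which asks what the MCT1KO label changes in hearts under the same treatment. Without a pump, 0 of 17682 genes passed an adjusted p of 0.05 in the edgeR test, and 2157 had an unadjusted p below 0.05. With saline, 0 genes passed and 3014 had an unadjusted p below 0.05. With Ang/PE, 0 genes passed and 1223 had an unadjusted p below 0.05. DESeq2 was the alternative that moved these counts most in the absence of a pump, with 87, and it gave 141 genes with saline and 5 with Ang/PE. Leaving out single hearts gave up to 250 genes with saline. No panel gene passed in any of the 3 comparisons, whether adjusted over the 19 panel genes or over all genes; 0, 3 and 6 of them had an unadjusted p below 0.05.

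The replicate numbers in the titles are shared between genotypes. In saline hearts the deviations of same-numbered hearts had a correlation of 0.101 over 4 pairs, and a fit with the replicate number as a block called 115 genes, 48 higher and 67 lower in MCT1KO, against 0 without the block. In Ang/PE hearts that correlation was −0.157 over 3 pairs, and the fit with the block called 0 genes, as did the fit without it, with 1245 at an unadjusted p below 0.05 under the block. Same-numbered hearts are different animals. The direction of the calls between genotypes with saline depended on the fit. In MCT1KO, 80 genes were higher and 2 lower with the Xist covariate, and 63 and 1 with the clock score added. The numbers were 26 and 2 without robust fitting, and 80 and 61 with DESeq2. They were 44 and 49 with the block and GC and length offsets, and 0 and 1 with only these groups fitted.

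**Figure D2:**
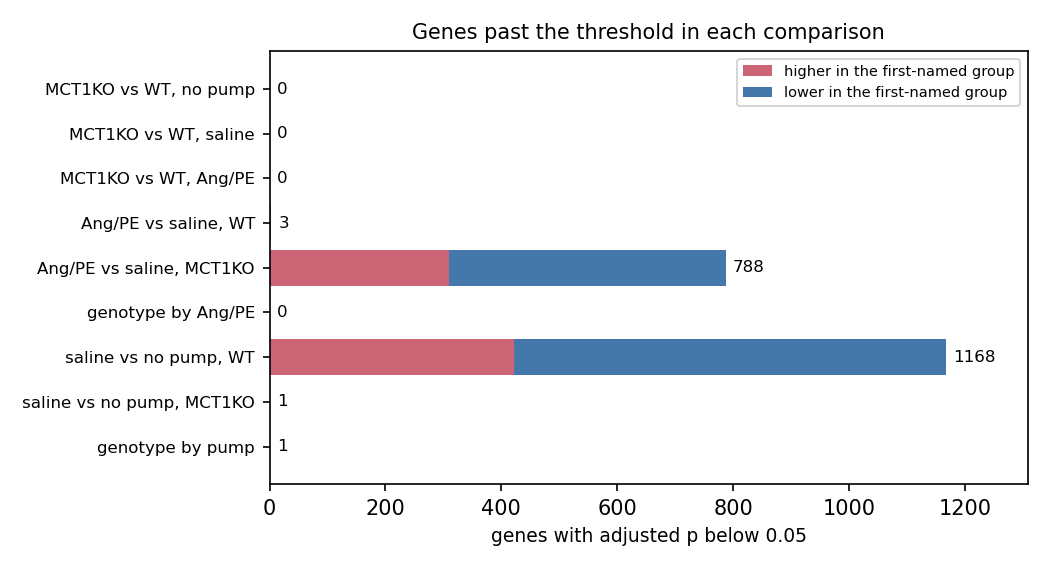
Number of genes with an edgeR adjusted p below 0.05 (x axis) in each of the 9 comparisons (y axis), split into genes higher and lower in the first-named group. Saline against no pump in WT hearts (1168 genes) and Ang/PE against saline in hearts labelled MCT1KO (788 genes) hold nearly all calls.

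Ang/PE was compared with saline within each genotype to ask about the response to the agonists. Atrial and fat marker scores, described below, were high only in saline hearts, so this comparison does not isolate the agonists. In WT hearts 3 genes passed in the edgeR test, 2 higher and 1 lower, and 3369 had an unadjusted p below 0.05. Rnf144b (ENSMUSG00000038068) rose from 30.6 ± 1.34 CPM (SD, n = 6) to 62.2 ± 7.93 CPM (n = 3), a log2 fold change of 1.03 (SE 0.14, edgeR adjusted p 0.0019). Rnf2 (ENSMUSG00000026484) rose by 0.69 (SE 0.12) and Prr29 (ENSMUSG00000009210) changed by −1.66 (SE 0.29), both with an edgeR adjusted p of 0.0398. In WT hearts without a pump (n = 4), Rnf144b was at 48.0 ± 7.11 CPM. Rnf2 was at 20.9 ± 1.86 CPM there, 14.4 ± 1.45 CPM with saline and 23.3 ± 6.12 CPM with Ang/PE. Both rises thus start from saline levels below those without a pump. Prr29 without a pump, at 3.19 ± 0.780 CPM, lay between saline (4.94 ± 0.967 CPM) and Ang/PE (1.56 ± 0.361 CPM). The count of 3 genes depended strongly on the fit. A model of only these 2 groups called 945 genes, RLE normalization called 27 (23 higher, 4 lower), removal of the mitochondrially encoded genes called 26 (22 higher, 4 lower), and the Xist covariate left 0, with 2326 at an unadjusted p below 0.05.

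In hearts labelled MCT1KO, Ang/PE against saline gave 788 genes in the edgeR test, 310 higher and 478 lower, of which 381 changed at least 2-fold. Among the risen genes, Plekho1 (ENSMUSG00000015745) went from 37.4 ± 4.45 CPM (SD, n = 4) to 62.4 ± 9.27 CPM (n = 5), a log2 fold change of 0.74 (SE 0.11, edgeR adjusted p 0.00334). Tgm2 (ENSMUSG00000037820) rose by 0.67 (SE 0.10) and Dync1li1 (ENSMUSG00000032435) by 0.78 (SE 0.12). Among the fallen genes, Kcna2 (ENSMUSG00000040724) changed by −2.05 (SE 0.30), Per3 (ENSMUSG00000028957) by −1.67 (SE 0.26) and Mmp9 (ENSMUSG00000017737) by −1.82 (SE 0.29). For these 6 genes the edgeR adjusted p was at most 0.00498. Per3 belongs to the circadian clock genes, and its change was −0.15 with a clock gene score in the model. That score was built from clock genes that differed between these same hearts, so such a fall was built in. It does not decide the cause of the change in Per3. Without saline replicate 4 of the hearts labelled MCT1KO, 39 genes passed. Saline replicates 1 and 2 of that label were the most alike pair of libraries within a group; 703 genes passed without replicate 1 and 738 without replicate 2. Without replicate 3, 1541 genes passed. A model of only these 2 groups called 1 gene of the 788, and 0 genes passed with atrial and adipose marker scores as covariates (1407 at an unadjusted p below 0.05).

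Of the panel genes, Myh7 (ENSMUSG00000053093) rose from 446 ± 265 CPM (n = 4) to 2309 ± 1831 CPM (n = 5) in hearts labelled MCT1KO under Ang/PE, a log2 fold change of 2.37 (SE 0.59). Its edgeR adjusted p was 0.0117 over the panel and 0.0268 over all genes. Postn (ENSMUSG00000027750) rose by 2.02 (SE 0.57), with edgeR adjusted p of 0.021 over the panel and 0.0498 over all genes. Slc16a7 (ENSMUSG00000020102), which encodes another monocarboxylate transporter, changed by −0.59 (SE 0.19) and passed over the panel only (edgeR adjusted p 0.0342 against 0.078). Leaving out single hearts raised the adjusted p over all genes to as much as 0.148 for Myh7 and 0.113 for Postn. In WT hearts 0 panel genes passed and 4 had an unadjusted p below 0.05; the changes of Myh7 and Postn were 1.06 (SE 0.56) and 1.39 (SE 0.56). The marker Nppa passed in none of the 9 comparisons and varied widely within groups, with 1706 ± 1507 CPM (n = 4) in saline hearts labelled MCT1KO and 1613 ± 2062 CPM (n = 5) under Ang/PE. In saline hearts of each label Nppa rose in the order of the atrial marker score. Among those labelled MCT1KO it was 62.5 CPM in replicate 3 (score −3.17) and 3706 CPM in replicate 4 (score 8.60). Without a pump, hearts of this label had 181 ± 244 CPM (n = 3). Comparisons with saline therefore do not isolate the response of Nppa to Ang/PE, and Ang/PE was not tested against no pump.

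**Figure D3:**
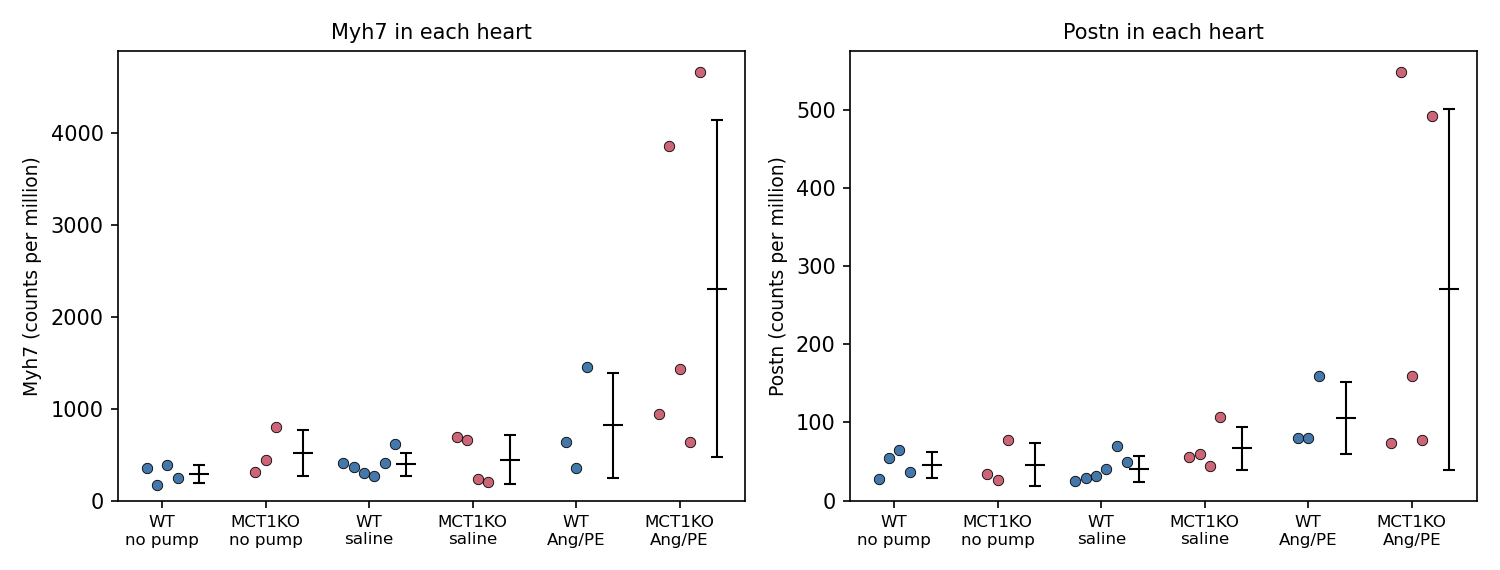
Myh7 (left) and Postn (right) in CPM (y axes) in each heart (points), by group (x axes), with the group mean and SD beside the points. In the Ang/PE hearts labelled MCT1KO Myh7 ranged from 639 to 4667 and Postn from 74.0 to 548.

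The interaction of genotype and Ang/PE asks whether the response differs between the genotypes. In the edgeR test 0 genes passed and 2392 had an unadjusted p below 0.05. The difference between the counts of 788 and 3 genes is therefore not a difference in response that this test detected. Of the 788 genes called in hearts labelled MCT1KO, 655 changed in the same direction in WT hearts. Both comparisons subtract saline hearts, of which 5 WT and 3 labelled MCT1KO lay above all other hearts in the atrial marker score. Shared directions can arise from those saline hearts, so the count of 655 is not by itself evidence of a shared response to Ang/PE. For Myh7 the interaction was 1.31 (SE 0.81, edgeR adjusted p 0.472).

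Saline was compared with no pump within each genotype, to ask about the effect of the pump with its vehicle. The saline hearts also differed from those without a pump in atrial and fat genes, library depth and the presence of Xist. This comparison therefore does not isolate the pump. In WT hearts 1168 genes passed in the edgeR test, 422 higher and 746 lower, of which 93 changed at least 2-fold. The fallen genes of smallest p were Zfp758 (ENSMUSG00000044501), from 14.96 ± 0.787 CPM (SD, n = 4) to 7.66 ± 0.476 CPM (n = 6), with a log2 fold change of −0.97 (SE 0.14), Zfp931 (ENSMUSG00000078861) at −0.84 (SE 0.13) and Pdcd10 (ENSMUSG00000027835) at −0.76 (SE 0.12). The risen genes were Herc2 (ENSMUSG00000030451) at 0.41 (SE 0.08), Uhrf1bp1 (ENSMUSG00000039512) at 0.49 (SE 0.09) and Rbm19 (ENSMUSG00000029594) at 0.40 (SE 0.08). The edgeR adjusted p of these 6 genes was at most 0.00874. In the panel, Mpc1 changed by −0.61 (SE 0.14; edgeR adjusted p 0.00419 over the panel and 0.0158 over all genes) and Myh6 by 0.56 (SE 0.17; edgeR adjusted p 0.0315 and 0.0502).

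Several comparisons followed GC content. Across 13002 genes, which are not independent replicates, the log2 fold change of saline against no pump in WT hearts had a rank correlation of 0.403 with transcript GC content. It was −0.386 for Ang/PE against saline in WT hearts, 0.323 for the interaction with Ang/PE, 0.284 between genotypes under Ang/PE and 0.0239 for Ang/PE against saline in hearts labelled MCT1KO. With GC and length offsets 109 genes passed for saline against no pump in WT hearts, 17 higher and 92 lower, of which 101 were among the 1168. With atrial and adipose marker scores as covariates 0 passed (1439 at an unadjusted p below 0.05).

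In hearts labelled MCT1KO, saline against no pump gave 1 gene (Abcb1a) in the edgeR test, with 2142 at an unadjusted p below 0.05. This count depended strongly on saline replicate 3, without which 626 genes passed, 423 higher and 203 lower. Leaving out saline replicates 1, 2 or 4 gave 1, 0 and 0 genes. Replicate 3 had an atrial marker score of −3.17, against 6.13 to 8.60 in the other saline hearts of this label. Abcb1a (ENSMUSG00000040584) went from 34.4 ± 2.15 CPM (SD, n = 3) to 22.7 ± 1.97 CPM (n = 4), a log2 fold change of −0.60 (SE 0.10, edgeR adjusted p 0.044). Abcb1a was also the 1 gene past the threshold in the interaction of genotype and pump, at −0.81 (SE 0.13, edgeR adjusted p 0.0285), where 3044 genes had an unadjusted p below 0.05. In WT hearts it went from 25.5 ± 2.30 CPM (n = 4) to 29.6 ± 1.84 CPM (n = 6). The edgeR adjusted p of this interaction ranged from 1.46e-05 to 0.946 over 15 alternatives. Its near-identical copies in the same gene family can share reads with it, and the authors' treatment of such reads is not stated. DESeq2 called 209 genes (177 higher, 32 lower) for saline against no pump and 371 (155 higher, 216 lower) for the interaction.

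The lists of 788 and 1168 genes shared 25 genes, of which 7 changed in the same direction. Of the 7 gene sets, 37 of the 63 combinations of set and comparison passed in camera. This count is not evidence of set-level changes: 27 of 100 labellings of the 25 hearts, the real one included, gave as many, and the random ones had a median of 31. When camera estimated the correlation between genes, 0 combinations passed and 2 had an unadjusted p below 0.05, and fry passed 1, with 10 at an unadjusted p below 0.05.

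The labels do not give the sex of the animals. The genes named for sex, atrial muscle and fat from here on were chosen after their values were seen. Xist was at 548 CPM or more in 13 hearts and at most at 0.536 CPM in the other 12, and the Y-linked Ddx3y showed the opposite pattern in every heart. Hearts with Xist made up 2 of 4 WT and 0 of 3 hearts labelled MCT1KO without a pump, 1 of 6 and 3 of 4 with saline, and 3 of 3 and 4 of 5 with Ang/PE, so the treatments and genotypes were not balanced for it. With the Xist covariate, Ang/PE against saline in hearts labelled MCT1KO gave 633 genes and saline against no pump in WT hearts gave 549.

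Genes typical of atrial muscle and of fat were detected in saline hearts. Myl7 was at most 0.785 CPM in the 15 other hearts and reached 1357 CPM in a saline heart. Ucp1 was at most 0.0499 CPM in the 15 other hearts and reached 551 CPM in the same saline heart, MCT1KO replicate 4. Of the 10 saline hearts, 8 lay above all 15 other hearts in the mean of Myl4, Myl7 and Sln, and 8 in the mean of 5 adipocyte genes.

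**Figure D4:**
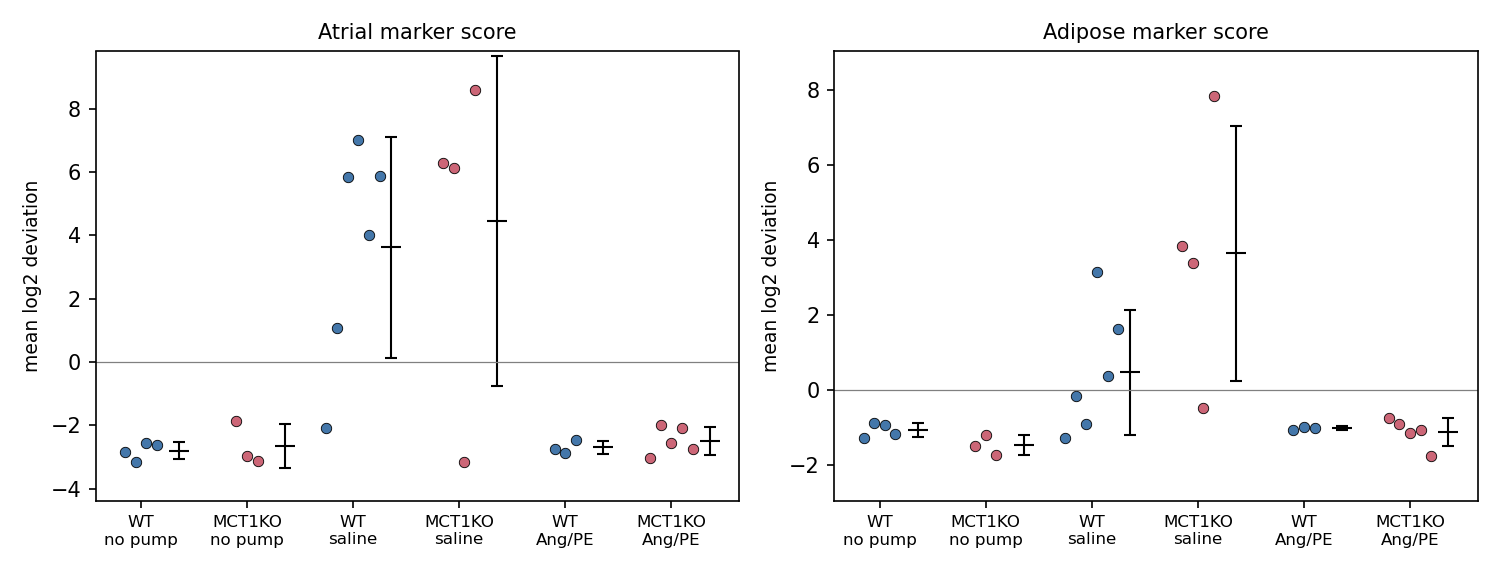
Atrial marker score (left; mean over Myl4, Myl7 and Sln) and adipose marker score (right; mean over 5 genes), each as the mean log2 deviation from the average heart (y axes), for each heart (points) by group (x axes) with the group mean and SD beside them. The saline hearts reach 8.60 and 7.84, and the 15 other hearts lie at or below −1.86 and −0.74.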

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

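All tests in this part were chosen after the results were seen, except the test of library depth among the outlying hearts.

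Single hearts stood far from the others of their group in 9 of 104 tests, where about 5.2 are expected by chance; as many or more arise with a binomial p of 0.0767. The binomial takes the tests as independent, while they share the same hearts, and MCT1KO saline replicate 4 gives 2 of the 9, so chance is neither shown nor excluded. In log2 CPM, Slc16a7 was 4.39 in MCT1KO Ang/PE replicate 4, above the other 4 hearts, and Mpc1 was 6.80 in MCT1KO Ang/PE replicate 5, below the others. Herc2 was 7.51 in MCT1KO Ang/PE replicate 2, below the others. Among WT saline hearts, Rnf144b was low at 4.81 in replicate 3, Uhrf1bp1 was low at 5.12 in replicate 1, and Prr29 was high at 2.80 in replicate 6. MCT1KO saline replicate 4 was low for Dync1li1, at 5.22, and high for Mmp9, at 3.19. In MCT1KO saline replicate 3, mitochondrially encoded genes took 17.3% of the counts, against 9.03% to 10.04% in the other 3 hearts of the group.

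Library depth can be neither assigned nor excluded for these 9 cases: the heart was the shallowest or deepest of its group in 4 of them, and 3.7 are expected for a heart taken at random. The heart was at an end of its group's atrial or adipose marker scores in 6 of 9, which likewise decides nothing with a pair of scores and groups this small. Tissue other than ventricle in the sample therefore remains a candidate explanation, in particular for MCT1KO saline replicate 4, which had the highest adipose score of the series, 7.84. No biological explanation was tested, since the labels set no heart apart within its group.

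Abcb1a responded differently to the saline pump in the genotypes, with an interaction of −0.81 on the log2 scale; all 4 saline hearts labelled MCT1KO lay below all 3 without a pump, while the WT groups overlapped and their mean rose. The effect kept its size under each correction: −0.87 with the Xist covariate for sex imbalance, −0.77 with atrial and adipose tissue scores, −0.81 with GC content and transcript length offsets, and −0.78 after thinning to equal library depth. Its adjusted p was 0.121, 0.246, 0.0559 and 0.078 in these fits, and 1.46e-05 to 0.946 over all 15 alternatives. Leaving out single hearts gave an adjusted p from 0.0173 to 0.268. Of 40 labellings of the genotypes within the comparison, drawn from 128 and the real one included, 3 gave at least 1 gene in this interaction, so a single gene past the threshold can arise from relabelling alone. A fold change that a correction hardly moves does not exclude the cause, and thinning leaves fold changes nearly as they are by design. That the interaction passes the threshold cannot be told apart from relabelling or from these explanations. The libraries labelled MCT1KO show no loss of Slc16a1.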

How the results depend on the processing

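Of 13 results that answer a comparison, the 3 Slc16a1 changes stayed short of the threshold under all 15 alternatives, and the genotype comparison without a pump and the interaction of genotype and Ang/PE stayed at 0 genes except under DESeq2 (2157 and 2392 at an unadjusted p below 0.05 without an alternative). Leaving out hearts kept 0 genes in those and in the genotype comparison under Ang/PE (1223 unadjusted). Unless a value below shows it, the cause of a change was not tested.

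DESeq2 called 87, 141 and 5 genes between genotypes without a pump, with saline and with Ang/PE. It called 641 (WT) and 1224 (MCT1KO) for Ang/PE against saline, 13 for their interaction, 1949 (WT) and 209 (MCT1KO) for saline against no pump and 371 for the interaction with the pump. Of these, 766 of the 1224 and 1132 of the 1949 were among the genes called by edgeR. Fitting only the groups compared gave 1 gene between genotypes with saline, 945 and 1 for Ang/PE against saline, 2287 and 0 for saline against no pump, and 0 for the pump interaction; the 0 counts had 1220 and 2979 genes at an unadjusted p below 0.05.

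With the replicate block, 115 genes differed between genotypes with saline, 527 and 3 between saline and no pump in WT hearts and hearts labelled MCT1KO, and 9 in the pump interaction. The deviations of same-numbered hearts, which are different animals, had a mean correlation of 0.0094 over all comparisons, so calls lost under the block are not read as weaker effects. With the block and GC and length offsets in the same fit, these counts were 93, 13, 3 and 9, and Ang/PE against saline in WT hearts gave 0 (2996 unadjusted).

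Without robust fitting, 28 genes differed between genotypes with saline, 37 with Ang/PE in WT hearts, and 0 between saline and no pump in hearts labelled MCT1KO (2160 unadjusted). Ang/PE against saline in WT hearts also moved from 3 genes to 27 with RLE normalization and 26 without mitochondrially encoded genes. Without the low-count filter it gave 10, with 452 in hearts labelled MCT1KO; saline against no pump gave 509 (WT) and 0 (MCT1KO, 2983 unadjusted), and the pump interaction 3.

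With the Xist covariate the counts were 82 between genotypes with saline, 0 for Ang/PE against saline in WT hearts (2326 unadjusted), 549 and 69 for saline against no pump, and 0 for the pump interaction (2202 unadjusted).

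The following were chosen after seeing the data. With atrial and adipose scores as covariates, Ang/PE against saline gave 0 and 0 genes in WT hearts and hearts labelled MCT1KO (1061 and 1407 unadjusted), saline against no pump 0 and 0 (1439 and 597), and the pump interaction 0 (1972). Adding Xist to these scores gave 1 gene for Ang/PE in WT hearts and 0 in the other 4 (1320, 1218, 272 and 765 unadjusted, in the same order). With the clock score, Ang/PE against saline gave 1 and 0 (1128 unadjusted), saline against no pump 0 and 0 (2879 and 2111), and the pump interaction 0 (2311). With the clock score and Xist, 64 genes differed between genotypes with saline, Ang/PE gave 0 and 0 (1553 and 1015), saline against no pump 0 (2277) and 35, and the pump interaction 0 (1598). GC and length offsets gave 31 genes for Ang/PE in WT hearts, 109 and 0 (2340) for saline against no pump, and 0 (2790) for the pump interaction. Thinning to the smallest library gave 21, then 0 (1995) in hearts labelled MCT1KO for saline against no pump, and 0 (2848) for the pump interaction; the counts of 788 and 1168 stayed within 1.5 times.

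Gene sets moved from 37 combinations to 0 with an estimated inter-gene correlation (2 unadjusted) and 1 with fry (10 unadjusted). Reversed directions were Slc16a1 without a pump, at 0.0518 with the clock score and 0.0366 with Xist added, and means of gene sets among the 37 combinations that passed; combinations that did not pass were not tallied, and some of these changed sign too. With atrial and adipose scores, nuclear oxidative phosphorylation genes were at 0.0162 between genotypes with saline, −0.27 for Ang/PE in hearts labelled MCT1KO, −0.15 for its interaction and 0.18 for saline in hearts labelled MCT1KO. Mitochondrial ones were at −0.18 for Ang/PE in WT hearts, matrix genes at −0.0399 for saline in hearts labelled MCT1KO, and glycolysis genes at 0.00909 for the pump interaction. With Xist added, the nuclear ones were at −0.25, −0.0489 and 0.0812 in the last 3 comparisons named for them, the mitochondrial ones at 0.12 between genotypes with saline and 0.24 for saline in hearts labelled MCT1KO, and matrix genes at −0.0521. The nuclear ones were at −0.0321 for Ang/PE in hearts labelled MCT1KO with the clock score and −0.0816 with Xist added. Values of named genes and those 37 combinations were sorted by sign and by the adjusted p threshold, not by size. Of these, 251 kept their sign but no longer passed the threshold, 3 newly passed it and 15 reversed their sign. The other 537 kept both their sign and their side of the threshold, whatever their size.

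Leaving out single hearts gave from 0 to 250 genes between genotypes with saline (10 fits), 1 to 131 for Ang/PE in WT hearts (9), 39 to 1541 in hearts labelled MCT1KO (9), 60 to 2234 for saline against no pump in WT hearts (10), 0 to 626 in hearts labelled MCT1KO (7) and 0 to 663 for the pump interaction (17). Slc16a1 without a pump ran from −0.14 to 0.0945 over 7 fits. Set means that changed sign ran from −0.0945 to 0.75 for hypertrophy markers under Ang/PE in WT hearts, and for nuclear oxidative phosphorylation genes from −0.0620 to 0.25 under Ang/PE in hearts labelled MCT1KO and from −0.0489 to 0.26 in its interaction. The edgeR calls of Rnf2, Prr29, Uhrf1bp1, Rbm19, Abcb1a, Postn, Myh7 and Mpc1 each lost significance in at least 1 such fit; Rnf144b, Plekho1, Tgm2, Dync1li1, Kcna2, Per3, Mmp9, Herc2, Zfp758, Zfp931 and Pdcd10 did not.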

Other observations

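The tests in this part were chosen after the result was seen, except the shuffled marker scores. The second lists of atrial, adipose and clock genes were written before their values were seen, and what each would show was set down afterwards. The limits for the share of a fold change that a correction leaves were also set after the values were seen.

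Splits of the hearts were counted for each comparison, keeping to splits that part as many same-numbered pairs. The real split is included in each count, so a count of 1 means that no other split gave as many. For genes at an unadjusted p below 0.05, 2 of 8 splits gave as many between genotypes without a pump, 1 of 16 with saline and 5 of 8 with Ang/PE. For genes at an adjusted p below 0.05, the numbers were 1 of 8 (Ang/PE, WT), 1 of 16 (Ang/PE, MCT1KO), 1 of 16 (saline against no pump, WT) and 3 of 8 (saline against no pump, MCT1KO). Designs with 8 or 16 splits cannot give a share under 0.05. The interaction with Ang/PE was reached in 4 of 40 splits drawn from 128 at an unadjusted p, and that with the pump in 3 of 40 at an adjusted p. Without regard to pairs, 1 of 60 splits drawn from 126 gave as many genes as Ang/PE in hearts labelled MCT1KO, with 662 as the most in another split. For saline against no pump in WT hearts 1 of 60 drawn from 210 did, with 734 as the most in another. These 2 gene counts are thus rarer than chance, while other splits still gave many genes. The 37 gene set combinations were reached by 27 of 100 labellings, the real one included, and 0 combinations passed (2 unadjusted) once the inter-gene correlation was estimated, so they cannot be told apart from chance or from correlation between genes.

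Atrial and fat genes in the saline hearts are the feature most worth a second look. Atrial tissue left in the sample is a candidate source: a second list of 4 atrial genes put the same 8 of 10 saline hearts above the 15 others. Adipose tissue is likewise a candidate source, with 8 saline hearts above the others in both lists of 5 adipocyte genes. A response of every heart to the saline pump was not seen in the atrial score, since 2 saline hearts did not lie above the highest of the others. Of these, replicate 3 of those labelled MCT1KO lay above all 15 others in the adipose score. The scores ranged from −3.17 to 8.60 for atrial and from −1.27 to 7.84 for adipose genes among saline hearts. Dissection that differed between collection days may explain this as a hypothesis; the labels give no dissection or date, so it was not tested.

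The 788 genes of Ang/PE against saline in hearts labelled MCT1KO may owe part of their fold change to that tissue. With the marker scores as covariates they kept a median of 0.468 of their log2 fold change, and 644 of the 788 kept their direction. Scores shuffled across hearts left a median share of at least 0.899 in 20 shuffles, against the 0.468 of the real scores. With the real scores the slope of the corrected on the uncorrected fold change was 0.184. A slope is weighted to the genes of largest change, here up to 14.3 on the log2 scale against a median of 0.940. No slope was computed for the shuffles. The shuffled scores left from 0 to 1281 genes called, with a median of 639.5. A fall to 0 called genes is therefore not by itself evidence for that tissue. With the real scores the standard errors of the 788 genes grew by a median factor of 1.28. These genes were called in the same data, so a share near 1 shows no stability. The scores are high only in saline hearts, so a part of the response to Ang/PE that runs with them is removed as well. GC and length offsets left 0.991 with a slope of 1.00, and 749 of the 788 genes were still called. Across 13002 genes this comparison had a rank correlation of 0.0239 with GC content and −0.0119 with transcript length. The Xist covariate left 0.996, and 615 of the 788 were still called. Xist was present in 4 of 5 Ang/PE and 3 of 4 saline hearts of this label. These values argue against GC content, transcript length and sex imbalance as the source of the 788 fold changes as a set. Thinning for library depth left 0.998 and removing mitochondrial reads left 1.00, but both leave fold changes nearly as they are by design and exclude neither explanation. With the clock score 0.944 was left while standard errors grew by 1.76, so time of collection can be neither excluded nor assigned.

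The 1168 genes of saline against no pump in WT hearts kept a median of 0.61 with GC content and transcript length offsets and 0.718 with the marker scores. Shuffled scores left at least 0.941, with from 11 to 1890 genes called and a median of 1066.5. With the marker scores the slope of the corrected on the uncorrected fold change was 0.33. With GC and length offsets that slope was 0.906, although the median share was 0.61. Both explanations could therefore account for part of the change; no fit combined them, so how much they account for together was not tested. Thinning for library depth left 1.00 and removing mitochondrial reads 1.02, which by design exclude neither. Sex imbalance left 0.963, with 549 genes called, and time of collection 0.899, with 0 called (2879 unadjusted), and neither can be excluded. The rank correlation of each library with GC content was 0.263 ± 0.174 (SD, n = 6) in WT saline hearts and −0.206 ± 0.113 (n = 4) without a pump. Their difference of 0.469 had an exact permutation p of 0.00952 and 0.0667 after adjustment over 7 comparisons. For WT Ang/PE against WT saline hearts the difference was −0.437, with an exact permutation p of 0.0238 and 0.0833 after adjustment.

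Clock genes, chosen after their values were seen, separated Ang/PE from saline hearts among those labelled MCT1KO. Arntl was 28.5 ± 4.45 CPM (SD, n = 5) against 8.40 ± 3.30 CPM (n = 4), and Dbp was 25.9 ± 9.31 against 118 ± 30.7 CPM. In a second list, all 5 Ang/PE hearts lay above all 4 saline hearts. The score of that list (Nfil3, Bhlhe41, Usp2 and Wee1) differed by 0.64 with an exact two-sided permutation p of 0.00794, the smallest that 126 splits can give, and 0.0556 after adjustment over 7 comparisons. The list did not shift as a whole: Wee1 was 12.8 ± 2.90 CPM (n = 5) against 13.3 ± 2.88 CPM (n = 4). Without Nfil3, which was 21.1 ± 17.3 CPM against 5.55 ± 1.10 CPM, the difference was 0.31, with an exact permutation p of 0.183 and 0.319 after adjustment. Nfil3 was also 26.0 ± 29.7 CPM (n = 3) in WT Ang/PE against 7.56 ± 1.92 CPM (n = 6) in WT saline hearts. Between genotypes under Ang/PE the first score differed by 0.71, with an exact permutation p of 0.0179, the smallest that 56 splits can give, and 0.0625 after adjustment; the second list differed by 0.24, with an exact permutation p of 0.321 and 0.45 after adjustment. Time of collection remains a candidate explanation that cannot be told apart from an effect of Ang/PE on these genes, and the labels give no collection time.

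Slc16a1 was not lost in the libraries labelled MCT1KO, and its difference from WT did not pass adjustment under any treatment. For a mislabelled sample, the largest gap between neighbouring hearts was 0.202 of the range of log2 CPM, so the 25 values form no separate clusters, and this cannot exclude swaps if the knockout leaves the gene's count whole. With atrial and adipose tissue scores the saline difference was −0.20 instead of −0.33, which does not decide either. Reads per exon were not analysed here, and no biological explanation was tested.

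Xist was present in 7 of 8 Ang/PE hearts and in 4 of 10 saline hearts (Fisher's exact p 0.0656), and in 2 of 7 hearts without a pump (Fisher's exact p 0.0406 against Ang/PE). Sex and treatment are thus partly confounded in this series, to a degree that differs between comparisons. For Ang/PE against saline, hearts with Xist were 4 of 5 and 3 of 4 among those labelled MCT1KO. In WT hearts they were 3 of 3 and 1 of 6. For saline against no pump they were 4 of 10 and 2 of 7 over both genotypes. Within genotypes these were 3 of 4 and 0 of 3 (MCT1KO) and 1 of 6 and 2 of 4 (WT).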
